A study of Mus musculus with 4 samples. Its data were reported in "The cJUN NH2-terminal kinase (JNK) signaling pathway promotes genome stability and prevents tumor initiation" (2018).

How the data were processed

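RNA was measured by sequencing in 4 cultured mouse mammary tumor cell lines, each derived from a separate tumor and each giving 1 library. The 2 JNK_WT lines came from mice in which Cre recombinase, driven by the Wap promoter that is active in mammary epithelium, deleted floxed Trp53. The 2 JNK_KO lines came from mice in which the same recombinase also deleted floxed Mapk8 and Mapk9, the genes for the kinases JNK1 and JNK2. Group and replicate number were taken from the sample labels, which number the lines 1 and 2 for JNK_WT and 1 and 3 for JNK_KO.

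The authors trimmed single-end short reads with Trimmomatic, sampled each library with seqtk to a similar read number, aligned the reads to the mm10 mouse genome with TopHat and Bowtie2, and estimated expression with Cufflinks. The deposited values were FPKM, that is, mapped fragments scaled by the length of the transcript and by the total fragments mapped in the library, with 1 value per gene and library, with replicates not pooled. The gene annotation used by the authors was not stated, nor was any further scaling between libraries. Cufflinks divides reads by transcript length and assigns reads shared between overlapping transcripts by a statistical estimate, so values of short genes rest on few reads and values of overlapping genes and close paralogs can trade reads. The libraries were not stated to be strand-specific.

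The deposited table held 38741 rows. A total of 27 rows whose gene symbols had been turned into calendar dates by spreadsheet software and 1 gene with no value were left out, which left 38713 genes. Gene positions, strands and biotypes came from the GENCODE M21 annotation of GRCm38, the assembly that mm10 denotes, matched by symbol. A position was found for 12748 (98.1%) of the 12998 genes tested, of which 581 were matched through an older symbol and 11379 were protein-coding. Of the 12998 genes tested, 535 had under 200 bases of exon.

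Genes with an FPKM of at least 1 in at least 2 of the 4 libraries were tested on log2(FPKM + 1), so a log2 difference here understates the change of a gene with low values. The difference was JNK_KO minus JNK_WT. The test was limma 3.58.1 (lmFit, then eBayes with an intensity trend) in R 4.3.3, two-sided, with Benjamini-Hochberg adjustment over the genes tested. A gene was called at an adjusted p-value under 0.05 together with an absolute log2 difference over 0.75, the thresholds of the study. The study's own test works on alignments and was not run here. Since FPKM are not counts and whole reads could not be recovered for nearly all genes, no count model was fitted.

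The test was tried on simulated data, in which 200 of 12998 genes were changed, in 10 draws per size of change. Simulated genes were independent, with normal noise and variances drawn from the distribution that limma fitted to these libraries. Of genes changed by a log2 difference of 4, 76.7% were called, beside an average of 7.70 unchanged genes. At a log2 difference of 2, 0% were called. Among unchanged genes 4.92% had an unadjusted p-value under 0.05 beside changes of 4 and 5.00% beside changes of 2. These rates follow from the simulated model and do not show how the test behaves where genes are correlated. With 2 libraries against 2, only 3 splits of the libraries exist, so the smallest p-value that a permutation test can give is 0.333.

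A total of 22 gene lists were written by hand before the data were examined, from pathways the study speaks of and from cell type markers. The 17 lists with at least 5 tested genes were tested with camera at a preset correlation of 0.01, and again with an estimated correlation and with fry. The 20 chromosomes (1 to 19 and X) were tested in the same manner, and the shift of a chromosome was the median log2 difference of its tested genes minus the median of all tested genes.

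The genes named were fixed before the data were examined. They were the targeted genes, the AP1 genes, stem cell markers, keratins and receptors, and 10 further genes on subjects of the study. A gene and a list among those fixed are not reported here, though both are part of the counts of genes and lists tested. To the genes named were added the 3 members with the largest absolute log2 difference in each list past its threshold. The rule also allowed for the most changed called genes, of which there were none. Any other gene is said where it appears to have been chosen after its values were seen.

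No stated read depth per library was used here. Low FPKM values move in steps of 1 read, and the most common ratio between libraries over low genes gave depths relative to JNK_KO replicate 1 of 1.06 for JNK_WT replicate 1, 1.27 for JNK_WT replicate 2 and 1.41 for JNK_KO replicate 3. No confidence interval that needs a read count was computed. Other pseudocounts, filters, scalings, variance models, thresholds, correlation settings and fits without each replicate were run as alternatives, and their effects follow the report. Figures were drawn with matplotlib 3.10.9 and summaries were made with Python 3.11.15, pandas 2.3.3 and scipy 1.17.1.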

Results

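Gene expression was compared between tumor cell lines that lack the p53 gene Trp53 (JNK_WT, n = 2) and lines that lack Trp53 together with the JNK genes Mapk8 and Mapk9 (JNK_KO, n = 2). All lines were grown from mouse mammary tumors. FPKM summed to 775960 and 841930 in JNK_WT replicates 1 and 2 and to 921595 and 804894 in JNK_KO replicates 1 and 3. The 10 most abundant genes held 26.9%, 33.5%, 39.6% and 29.9% of these sums, and genes with under 200 bases of exon held 24.7%, 29.5%, 35.7% and 28.1%. The upper quartile of the tested genes was similar, between 33.2 and 34.3 FPKM in the 4 libraries. No sequencing batch was given in the labels, so none could be examined.

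The targeted genes were examined first, as a check of the labels. Mapk8 (mm10 chromosome 14, 33377898 to 33447158, minus strand) was expressed at 21.5 ± 3.40 FPKM (SD, n = 2) in JNK_WT cells and at 4.28 ± 0.0245 FPKM (SD, n = 2) in JNK_KO cells. The log2 difference was -2.08 (SE 0.29), with a limma adjusted p-value of 0.191 over all genes. Mapk9 (chromosome 11, 49846751 to 49886421, plus strand) was expressed at 27.0 ± 3.84 FPKM in JNK_WT cells and 10.6 ± 2.80 FPKM in JNK_KO cells (SD, n = 2 each), a log2 difference of -1.28 (SE 0.31) with a limma adjusted p-value of 0.429. Both genes were lower in each JNK_KO library than in either JNK_WT library, and neither was at 0. Across 6 other settings of the fit, the limma adjusted p-value ranged from 0.164 to 0.219 for Mapk8 and from 0.410 to 0.467 for Mapk9. Trp53 (chromosome 11, 69580359 to 69591873, plus strand), which was targeted in both groups, was at 1.55 and 4.15 FPKM in JNK_WT cells and at 5.72 and 4.28 FPKM in JNK_KO cells. The 2 Trp53 groups did not overlap, although the smallest gap between them was narrower than the spread between the JNK_WT libraries.

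**Figure D1:**
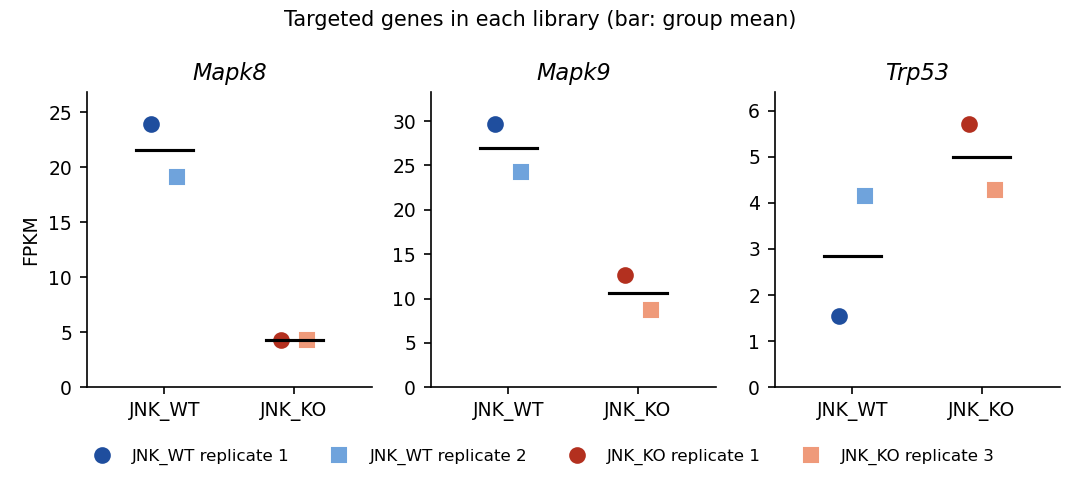
FPKM (vertical axes, starting at 0) of Mapk8, Mapk9 and Trp53 in each of the 4 libraries, with points for libraries and black bars for group means. Mapk8 and Mapk9 were lower in both JNK_KO libraries but above 0.

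To ask whether JNK loss altered gene expression in these tumor cells, 12998 genes were tested. No gene was called (0 genes, smallest limma adjusted p-value 0.0515), and 992 genes had an unadjusted p-value under 0.05, where chance alone gives about 650. The 2 splits of the 4 libraries that cut across genotype, run after the data were seen, gave 816 and 368 such genes. Of the 992 genes under the genotype split, 617 were higher and 375 lower in JNK_KO cells. These numbers were 532 and 475 under quantile normalization, and 377 and 301 with the filter at a mean of 5 FPKM. The choice that moved the count of calls most was an adjusted p-value threshold of 0.1, which gave 25 genes. Of these, 18 had under 200 bases of exon. Without regard to a test, 2038 genes had an absolute log2 difference over 0.75, 1202 of them (59.0%) higher and 836 lower in JNK_KO cells. Leaving out JNK_WT replicate 2 raised that number to 3140. Quantile normalization gave 2102 such genes, of which 50.2% were higher. The splits across genotype gave 1959 and 1439 genes over 0.75.

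The spread between lines of the same genotype was as large as that between genotypes. The median absolute log2 difference over the tested genes was 0.43 between the JNK_WT lines and 0.33 between the JNK_KO lines. Between a JNK_WT and a JNK_KO line it was 0.36, 0.38, 0.39 or 0.41. The mean over the 4 pairs of different genotype was 1.02 times the mean over the pairs of the same genotype. Both libraries of one group lay above both of the other for 4548 genes (34.99%), while chance gives 33.3% and the splits across genotype gave 35.8% and 29.3%. Among the 2038 genes over the difference threshold, 1578 had groups that did not overlap. The splits across genotype gave 1412 of 1959 and 831 of 1439 genes over that threshold.

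Genes fixed before the data were examined, on subjects of the study, were examined individually. Of 34 such genes 30 passed the filter, and 0 were called over all genes, while 5 had an unadjusted p-value under 0.05. Adjusted over the list alone, 1 gene was called, which was Mapk8 (limma adjusted p-value 0.0368).

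AP1 transcription factor genes moved in both directions. The log2 difference was 0.51 for Jun, 0.37 for Junb, 0.12 for Fos, 0.57 for Fosl2 and 0.13 for Batf3, and it was -0.56 for Jund, -0.93 for Fosb, -0.08 for Fosl1, -0.50 for Atf3 and -0.83 for Jdp2. The direction of Batf3 changed to lower under quantile normalization, and leaving out 1 replicate changed the direction of 6 of these 10 genes (Junb, Jund, Fos, Fosl1, Atf3 and Batf3). Groups did not overlap for Jun, Fosb and Jdp2 only. For the WNT genes, Wnt10a had a log2 difference of -1.53 and Wnt7b of -0.62, while Axin2, Ccnd1 and Myc, which respond to WNT signals, had differences of 0.79, 0.32 and 0.21. Groups did not overlap for Wnt10a, Wnt7b and Axin2, and overlapped for Ccnd1 and Myc, whose directions changed in a fit without 1 replicate. Leaving out JNK_KO replicate 3 brought the Wnt10a difference to -0.77. The proliferation marker Pcna differed by -0.06 and the pro-apoptotic Bcl2l11 by 0.25, both with overlapping groups. The JNK pathway kinases Map2k4, Map2k7 and Map3k1 had log2 differences of -0.69, 0.31 and 0.32. Among these kinases, groups overlapped for Map3k1 only. Fits without 1 replicate gave -1.15 to -0.22 for Map2k4, 0.10 to 0.51 for Map2k7 and -0.03 to 0.67 for Map3k1.

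Among stem cell markers, Bmi1 was at 27.2 ± 2.41 FPKM in JNK_WT cells and 28.6 ± 10.3 FPKM in JNK_KO cells (SD, n = 2 each), a difference smaller than the spread between replicates. Nanog was under 1 FPKM in all 4 libraries, and Pou5f1 was listed at 0 in JNK_WT replicate 1 and in both JNK_KO libraries and at 0.382 FPKM in JNK_WT replicate 2. The luminal keratins Krt8 and Krt18 had log2 differences of -1.00 (SE 0.48) and -0.93 (SE 0.53). Groups did not overlap for Krt8 and overlapped for Krt18. Leaving out 1 replicate gave differences from -1.46 to -0.54 for Krt8 and from -1.44 to -0.41 for Krt18. Basal keratins followed no genotype. Krt14 was at 7.34 and 443 FPKM in JNK_WT replicates 1 and 2 and at 26.7 and 313 FPKM in JNK_KO replicates 1 and 3, and Krt5 was at 61.9 FPKM in JNK_WT replicate 2 but under 1 FPKM in the other libraries. Of the receptors, Esr1 and Erbb2 differed by 0.41 and -0.56 with overlapping groups, and Pgr was under 1 FPKM throughout.

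To examine pathways, 17 gene lists were tested with camera. A total of 3 lists had an adjusted p-value under 0.05 at the preset correlation, all higher in JNK_KO cells. None of the 3 held with an estimated correlation (adjusted p-values of 0.652, 0.207 and 0.652 for the interferon-stimulated, cytokine receptor and mesenchymal lists) or under fry (0.331, 0.0899 and 0.370).

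The 30 interferon-stimulated genes had a median log2 difference of 2.39 (camera adjusted p-value 1.8e-25, at most 1.4e-18 under the other settings that kept the preset correlation). In 29 of the 30 genes both JNK_KO libraries lay above both JNK_WT libraries. Adjusted over the list alone, 24 genes were called by limma, against 0 over all genes tested, and 25 had an unadjusted p-value under 0.05. The members with the largest differences were Cxcl10 at 4.47 (SE 0.99), Irf7 at 4.13 (SE 0.52) and Ifi44 at 3.65 (SE 0.996). Irf7 rose from 4.64 ± 3.32 FPKM to 90.2 ± 24.5 FPKM (SD, n = 2 each). Relative to the mean of the 4 libraries, the median of the list was -0.63 and -1.81 in JNK_WT replicates 1 and 2 and 1.24 and 1.08 in JNK_KO replicates 1 and 3. The JNK_WT lines thus differed from each other by more than the JNK_KO lines did.

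The 86 genes for cytokines, chemokines and their receptors had a median log2 difference of 0.78 (camera adjusted p-value 3.3e-10, at most 1.4e-08 under the other settings with the preset correlation). Groups did not overlap for 45 of them, 40 higher and 5 lower in JNK_KO cells, and adjusted over the list alone 12 were called, against 0 over all genes and 28 with an unadjusted p-value under 0.05. The largest differences were those of Ccl2 at 5.38, Cxcl5 at 4.71 (SE 2.55) and Cxcl10. For Cxcl5 the JNK_WT lines were far apart, at 2.29 and 630 FPKM, and the JNK_KO lines were at 1425 and 996 FPKM.

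The 21 mesenchymal genes had a median log2 difference of 0.92 (camera adjusted p-value 1.9e-04, at most 0.0148 under the other settings with the preset correlation). Single lines decided its size, since it was 1.56 without JNK_WT replicate 1 and 0.46 without JNK_WT replicate 2. A split across genotype, with replicate 1 of both genotypes on the same side, gave a median of 0.80, nearly as far from 0 as the genotype split, and the other gave -0.12. The largest differences were those of Dcn at 6.35 (SE 0.43), Pdgfra at 3.59 (SE 0.59) and Col6a1 at 2.94 (SE 0.40). Dcn (chromosome 10, 97479609 to 97518143, plus strand) was at 0.430 and 0.389 FPKM in JNK_WT cells and at 79.7 and 162 FPKM in JNK_KO cells, with a limma adjusted p-value of 0.0554, and it was called with a pseudocount of 0.1 or 0.5. Adjusted over the list alone, 7 mesenchymal genes were called, against 0 over all genes and 9 with an unadjusted p-value under 0.05.

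The other 14 lists did not pass. The median log2 differences of those reported were 1.02 for the leukocyte list (5 tested genes), 0.11 for anoikis, 0.10 for the JNK pathway, 0.06 for proliferation, 0.06 for oxidative phosphorylation, 0.02 for focal adhesion and matrix, 0.02 for AP1, -0.05 for WNT, -0.06 for basal and myoepithelial markers, -0.06 for DNA repair, -0.10 for p53 targets, -0.42 for epithelial markers and -0.56 for keratins and receptors. Single lines decided several of these. Without 1 replicate the epithelial median ranged from -0.91 to 0.11, that of keratins and receptors from -1.14 to 0.12 and that of basal markers from -1.96 to 1.28. The leukocyte median fell to 0.50 without JNK_WT replicate 1, to 0.45 without JNK_WT replicate 2 and to 0.02 without a filter. The epithelial list had a camera adjusted p-value of 0.0673 and passed only with the filter at a mean of 5 FPKM (0.0444). A median near 0 does not exclude changes of single genes. Adjusted over each list alone, limma called 2 p53 targets, 2 focal adhesion and matrix genes, 1 WNT gene and 1 JNK pathway gene. It called none in the other lists reported in this paragraph.

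**Figure D2:**
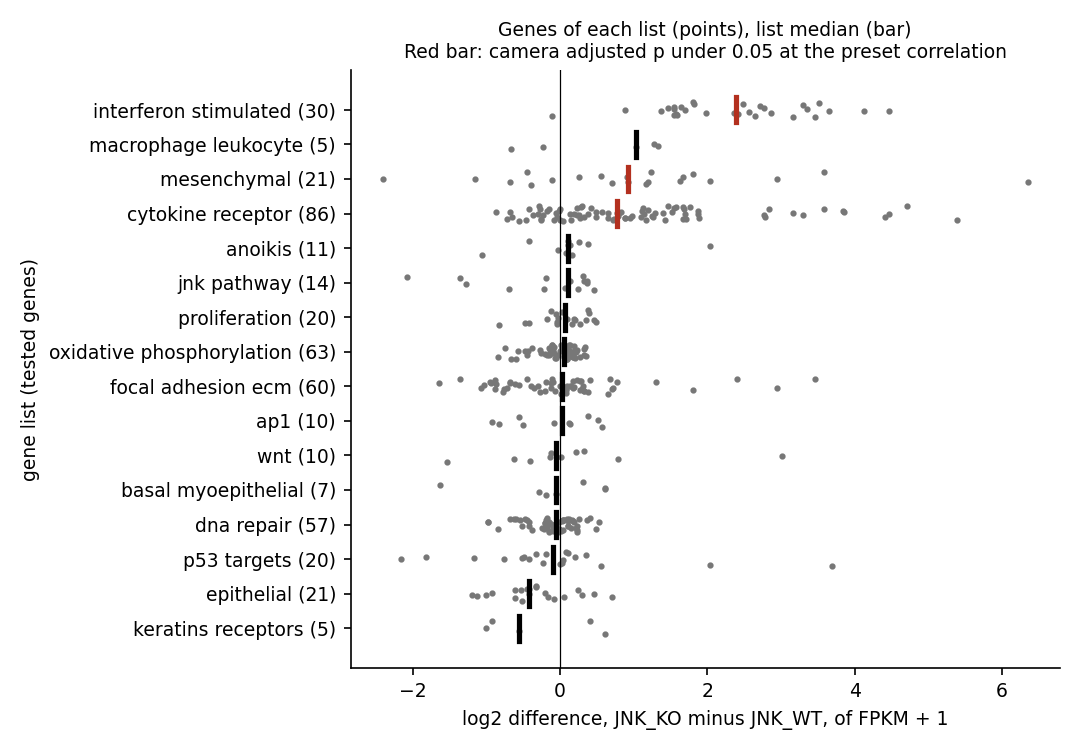
Log2 difference of FPKM + 1, JNK_KO minus JNK_WT (horizontal axis), of every tested gene (grey points) in each gene list reported (vertical axis, number of tested genes in parentheses), with bars at list medians and red bars for the lists past the camera threshold. The interferon-stimulated list has its median at 2.39 and 29 of its 30 genes above 0.

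Because copy number differences between such lines can change expression, expression was compared by chromosome. The 628 tested genes of chromosome 6 were shifted by -0.60 in JNK_KO cells relative to all tested genes (camera adjusted p-value 5.6e-20, at most 6.1e-09 under the other settings with the preset correlation). This call did not hold under fry (0.191) or an estimated correlation (0.456). The deviation of chromosome 6 from the mean of the 4 libraries was 0.36 and 0.27 in the JNK_WT libraries and -0.33 and -0.23 in the JNK_KO libraries. Without a filter on low values the shift was -0.07. In total 11 of 20 chromosomes had a camera adjusted p-value under 0.05, 8 higher and 3 lower in JNK_KO cells, and 0 did under fry. Chromosome 12 was shifted by -0.42, and by -0.26 without JNK_KO replicate 1. Chromosome 11 was shifted by -0.22, which rested on JNK_WT replicate 2, since the shift was 0.02 without it. The 8 chromosomes that were higher had shifts of at most 0.17.

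**Figure D3:**
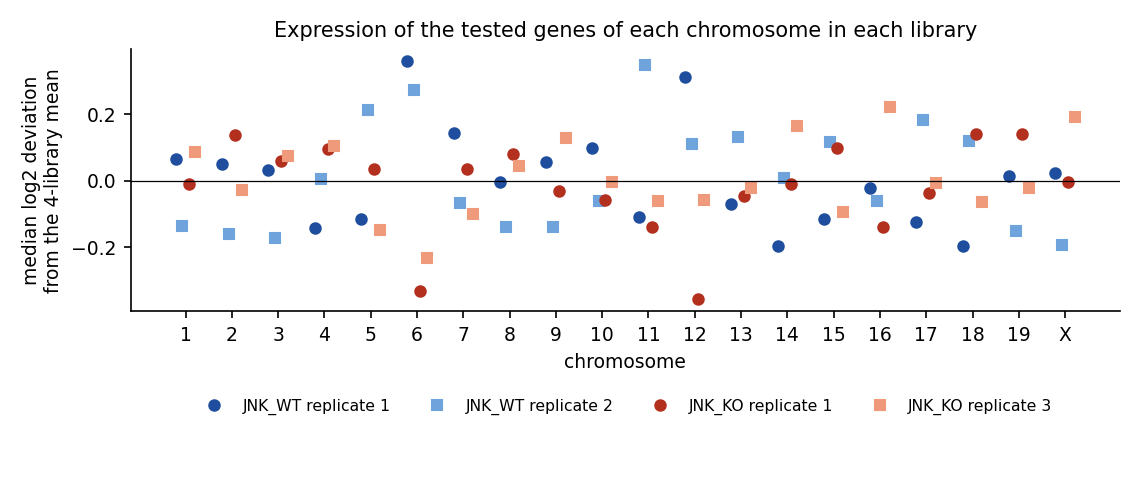
Median log2 deviation of the tested genes of each chromosome (horizontal axis) from the mean of the 4 libraries (vertical axis), with 1 point per library. On chromosome 6 both JNK_WT libraries lie above 0.2 and both JNK_KO libraries below -0.2, while chromosome 11 stands apart in JNK_WT replicate 2 alone.

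**Figure D4:**
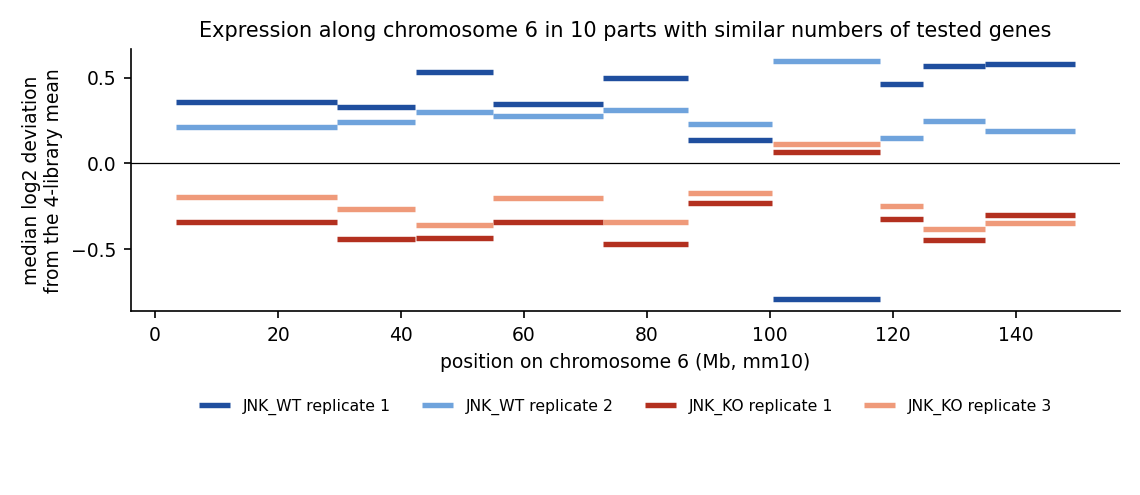
Median log2 deviation from the mean of the 4 libraries (vertical axis) in 10 consecutive parts of chromosome 6 with 62 or 63 tested genes each (horizontal axis, position in Mb), with 1 line per library. Both JNK_KO libraries lie below both JNK_WT libraries in 9 parts, and in the part from 100568256 to 117845956 JNK_WT replicate 1 is the lowest at -0.79.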

Values the study reported

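The study called genes different between groups at q under 0.05 with an absolute log2 fold change over 0.75. Exome sequencing in the study found gains of chromosome 6 in its JNK_WT lines and in 2 of 6 JNK_KO lines.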

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

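No paired analysis was possible because the groups share only the replicate number 1, which the labels do not tie to a common litter or day. No count model was run, since the values were FPKM. The share of calls higher in JNK_KO cells could not be computed as planned, because no gene was called. The protein-coding filter, the estimated correlation for chromosomes and the share of higher genes among those over 0.75 were chosen after the data were seen.

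The count of called genes was 0, and 992 genes had an unadjusted p-value under 0.05. It became 10 with a pseudocount of 0.1, 14 with a pseudocount of 0.5, 14 without the intensity trend and 25 with an adjusted p-value threshold of 0.1, of which 9, 11, 10 and 20 were higher in JNK_KO cells. Genes with under 200 bases of exon made up 8, 12, 12 and 18 of these calls, in the same order. A total of 9 genes were called under all 4 of these settings, and none of the 9 was protein-coding. The count of called genes remained 0 under the other filters and scalings, the robust fit, protein-coding genes only, a difference threshold of 1 and no difference threshold. The cause was not tested, although the smallest adjusted p-value was 0.0515 and so close to the threshold.

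The number of genes over 0.75, 2038, was between 1532 and 2696 under the other filters, pseudocounts and scalings, and from 2389 to 3140 across the 4 fits that each left out one replicate. With fewer libraries per mean, larger differences arise by construction. The share of these genes higher in JNK_KO cells was 59.0% and became 55.1% with the filter at a mean of 5 and 50.2% under quantile normalization, with a range of 52.5% to 61.5% across the fits that each left out one replicate. Quantile normalization moved the median of all genes from 0.01 to -0.04. The share of genes whose groups do not overlap, 34.99%, was 32.2% without a filter, 33.9% with the filter at a mean of 5 and 36.3% under quantile normalization, around the 33.3% that chance gives. The ratio of differences between and within groups, 1.02, was between 0.999 and 1.05 across the 6 other scalings, filters and pseudocounts tried.

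Mapk8 and Mapk9 stayed lower in JNK_KO cells and uncalled under every pseudocount, scaling and variance model tried, and no named gene of the fixed list was called under any of them. Leaving out 1 replicate gave log2 differences from -2.24 to -1.93 and from -1.53 to -1.03.

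The number of gene lists past the threshold fell from 3 to 0 with an estimated correlation and to 0 under fry, where the medians of 2.39, 0.78 and 0.92 for the interferon-stimulated, cytokine receptor and mesenchymal lists are unchanged by construction. Those tests allow for correlation among the genes of a list. Under the other pseudocounts, filters and scalings all 3 lists remained past the threshold. Leaving out 1 replicate gave medians from 1.65 to 2.91, 0.55 to 0.998 and 0.46 to 1.56.

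The number of chromosomes past the threshold, 11, was 4 without a filter on low values, 0 under fry and 0 with an estimated correlation. It was 13 with the filter at a mean of 5, where chromosomes 5 and 7 joined as lower, 12 with protein-coding genes only, where chromosome 16 joined as higher, and 11 under the other pseudocounts and scalings. The shift of chromosome 6 is -0.60 under fry and with an estimated correlation, which change only its p-value, and it ranged from -0.66 to -0.55 across the fits without 1 replicate. Without a filter the shift was -0.07. Genes added when the filter is dropped have FPKM near 0, for which log2(FPKM + 1) can hardly differ.

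The direction of a list was taken from its median relative to the median of all tested genes. Outside the fits without 1 replicate, directions reversed for Batf3 (-0.070) and the AP1 list (-0.10) under quantile normalization, for the basal and myoepithelial list with a pseudocount of 0.1 (0.54) or 0.5 (0.13), and for the focal adhesion list with the filter at a mean of 5 (-0.0076). All of these had main values near 0 and the cause was not tested. Of 503 comparisons of other named genes, lists and chromosomes with an alternative, 465 were unchanged in direction and side of the threshold, 27 were weaker and 6 stronger. The 27 concerned chromosomes, under fry, an estimated correlation or no filter. No gene and no list in this count was past its threshold in the main fit, so only chromosomes could become weaker. For genes and lists, unchanged therefore means the same direction and still not past the threshold. Leaving out 1 replicate changed the direction, in at least 1 of the 4 fits, of 14 of 29 fixed genes, 11 of 16 lists and 11 of 20 chromosomes. Some of these were not near 0, such as Krt14 (from -2.25 to 3.48), Jund (from -1.33 to 0.21) and Erbb2 (from -1.40 to 0.29). Among the 11 chromosomes past the threshold, the direction changed for chromosomes 9 and 11. The FPKM of short and low genes rest on few reads, and whether depth limited these genes most was not tested.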

Other observations

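Several tests were chosen only after the result was seen. They used other splits of the libraries, the share of chromosome 6 genes, leukocyte and fibroblast genes, short genes, and residual Mapk8 and Mapk9. The scalings between libraries were chosen before the data were examined, but their use as a test of each pattern came after. With 4 lines, 1 per tumor, every difference between the genotypes also is a difference between a few individual tumors, and differences between single tumors or cultures stay open throughout.

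The interferon-stimulated list stood higher in both JNK_KO lines. Only 1 of the 3 splits of the 4 libraries, the genotype split, gave a median that far from 0, and the other splits gave 0.68 and -0.51, but 3 splits cannot give a share under 0.333, so a difference by genotype and a chance arrangement of 4 lines cannot be told apart. Several technical explanations are argued against. Under quantile normalization the median was 2.26, so the scaling between libraries does not account for it. After subtracting each chromosome's median the difference was 2.45, with the 30 genes on 15 chromosomes, which argues against chromosome dosage. After regression on GC content, transcript length and mean expression the median was 2.33. Leukocytes would bring their abundant transcripts, but the leukocyte list of 19 genes had a median of 0.0768 FPKM in JNK_KO cells, and 14 of the 19 were under 1 FPKM in both groups, while the interferon list had a median of 22.8 FPKM. Ptprc, Tyrobp and Lyz2 were at 0.00641, 0 and 0.301 FPKM in JNK_KO cells. Cd14 was the leukocyte-list gene with high values, at 125 and 140 FPKM in the JNK_KO libraries and at 11.9 and 233 FPKM in the JNK_WT libraries, and 5 genes of the list passed the filter in these cells. The genes named here were picked from the list after their values were seen. A candidate explanation is a tonic interferon response in the JNK_KO lines, and nothing here separates JNK loss from other properties of those lines as its source.

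The study described genes up in JNK_WT tumors relative to primary cells as enriched for cytokine interactions. Its pathway prediction for tumor against primary cells instead gave lower chemokine and cytokine signaling. The cytokine list here was higher in JNK_KO than in JNK_WT cells, which is a different comparison from both. Only 1 of its 86 tested genes is on the interferon-stimulated list. The genotype split was the 1 split of 3 with a median as far from 0 as 0.78 (the others gave -0.11 and 0.07), and with 3 splits a difference by genotype and a chance arrangement of 4 lines cannot be told apart. The median was 0.71 under quantile normalization and 0.71 after subtracting each chromosome's median, which argues against the scaling between libraries and chromosome dosage as its whole source. Its cause stays open.

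The genes of chromosome 6 were lower in both JNK_KO lines. The genotype split was the 1 split of 3 that gave a shift so far from 0 (the other shifts were -0.02 and -0.10), which is too few splits to exclude a chance arrangement of lines, and the alternatives cannot be told apart on that ground. The shift under quantile normalization was -0.58. A few strongly changed genes do not account for it, since 76.8% of chromosome 6 genes lay below the median of all genes. After regression on GC content, length and expression level it was -0.58. Of 10 parts of the chromosome, 9 had a shift below 0, which is in line with a dosage difference along most of the chromosome, and DNA copy number was not analysed here. The exception was the part from 100568256 to 117845956, with a shift of 0.20. There JNK_WT replicate 1 was at -0.79 and JNK_WT replicate 2 at 0.60, so the JNK_WT lines were opposite in a part where the JNK_KO lines agreed at 0.06 and 0.11. Ccnd2 (chromosome 6, 127125162 to 127152193), chosen after its values were seen, fell by far more than its chromosome, from 154 and 98.5 FPKM to 11.1 and 5.59 FPKM, a log2 difference of -3.80.

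Short RNA genes headed the ranking by p-value. Of the 25 genes with the smallest p-values, 18 had under 200 bases of exon, against 4.12% of tested genes, and 17 of those 18 were listed at 0 in both libraries of a group. A split that cuts across genotype (JNK_KO replicate 1 with JNK_WT replicate 1) gave 20 calls, which became 0 among protein-coding genes. Few reads behind each value of a short gene are a candidate cause. The 17 genes cannot decide this, since they were counted among genes picked by p-value. Values of 0 in both libraries of a group leave no spread there, which favors a small p-value. Calls among short RNAs here were not read as genotype effects. The protein-coding genes among the 25 were Clca2, Dcn, Fas and Gata3, named after their values were seen.

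Dcn and Pdgfra, 2 stromal genes, were near 0 in JNK_WT cells and well above it in JNK_KO cells. Fibroblasts in the JNK_KO cultures would bring collagen transcripts at high level. The highest JNK_KO mean among Col1a1, Col1a2 and Col3a1 was 1.63 FPKM, against 121 FPKM for Dcn. Col1a2 was at 10.3 and 0.374 FPKM in the JNK_WT libraries and at 0.698 and 2.56 FPKM in the JNK_KO libraries, so its direction depends on JNK_WT replicate 1. With collagens this far below Dcn, fibroblasts do not account for the level of Dcn and Pdgfra. Some stromal genes had higher means in JNK_KO cells. Postn went from 1.95 to 13.2 FPKM (0.728 in JNK_KO replicate 1 and 25.6 in replicate 3) and Thy1 from 0.0792 to 0.866 FPKM. Col3a1 went from 0.0821 to 0.720 FPKM (0.113 in JNK_KO replicate 1 and 1.33 in replicate 3). The rises of Postn and Col3a1 thus rested on JNK_KO replicate 3. The means of Sparc (72.2 to 56.2 FPKM), Fap and Col1a1 were lower in JNK_KO cells, and Lum was near 0 throughout. A small number of fibroblasts is not excluded. A change of state in the tumor cells stays open and untested.

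Residual transcript of the JNK genes remained in JNK_KO cells. Mapk8 was at 19.9% of the JNK_WT mean on average over the JNK_KO libraries, and Mapk9 at 46.8% and 32.1% in JNK_KO replicates 1 and 3. Cells with intact JNK genes would leave both at the same share if they had the proportions of the JNK_WT lines, but whichever JNK_WT library was the reference, Mapk9 was left at no less than 29.1% and Mapk8 at no more than 22.5%, which argues against them as the whole source of Mapk9. For Mapk8, at 19.9%, these values alone cannot tell a mixture of cells from transcript of exons outside the deletion, because they are per gene and not per exon. Immunoblots in the study found no JNK protein in its JNK_KO tumor cells, which argues against a large share of cells with intact JNK genes. The detection limit of those blots was not given.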
